A study of Mus musculus with 16 samples. Its data were reported in "Smchd1 regulates a subset of autosomal genes subject to monoallelic expression in addition to being critical for X inactivation" (2013).

How the data were processed

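Total RNA from single mouse embryos at embryonic day 9.5 was measured by the study on Illumina MouseRef-8 BeadChips, 1 array per embryo. The embryos were wildtype or homozygous for MommeD1, a chemically induced nonsense allele of the chromatin protein gene Smchd1, on the inbred FVB/n background, and of either sex. The 4 groups of genotype and sex held 4 arrays each, 16 in all. The arrays came from 2 chips of 8, and each chip carried 2 arrays of every group, so chip and group were balanced. The study used the yolk sac of each embryo for genotyping and admitted RNA above a minimum integrity number.

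The deposited values were on a log2 scale and had been normalized by the authors, who named beadarray and limma as their software. Every array had the same minimum (5.26) and maximum (15.0), and every array had a median of 6.34, which is the pattern that quantile normalization leaves. The log2 scale was taken from the study's own fold changes and mean values. No centring of genes was seen, and whether the background was corrected before normalization stays unknown. A further table held 32 columns of signal and detection p-values under running numbers that no label ties to an embryo. These columns were not used here.

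The analysis had been designed, before the data were examined, for background-corrected values from that table with a filter on detection. Neither could be used, so the deposited log2 values were tested, and a probe was kept when it exceeded 7 on at least 4 of the 16 arrays. This filter was chosen before any group was compared. It kept 9785 of 25697 probes, of which 559 had no gene. The platform's annotation gave 1 gene symbol to 23978 probes, several to 0 and none to 1719. Symbols were updated and chromosomes assigned through the gene identifiers of the GRCm38.p6 annotation, which held 23962 of the named probes (99.9%). No coordinates are given, because the probes' own build is not given in the sources used here. A gene was represented by its kept probe with the highest mean over all arrays, which left 6999 genes, 236 of them X-linked and 6758 autosomal. Of the 203 other kept probes of genes past the threshold in females, 167 (82.3%) changed in the same direction.

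Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) to all 16 arrays with the 4 groups as terms, so that the groups shared 1 estimate of spread with 12 residual degrees of freedom. Adjusted p-values are limma's moderated test with Benjamini-Hochberg adjustment over all genes tested, and the threshold was 0.05. The contrasts were MommeD1 minus wildtype in females, the same in males, the difference between these effects, and wildtype females minus wildtype males. The female and male contrasts share no array, whereas the sex contrast shares the wildtype arrays with both. Errors beside log2 fold changes are the standard errors of this fit with 4 arrays per group. The labels give each array its group and a replicate number, and the study gives 4 embryos for each genotype and sex.

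X-linked genes were compared with autosomal genes by Fisher's exact test on the calls, by camera (limma, preset inter-gene correlation 0.01) on the fold changes, by the difference of the median fold changes with a bootstrap over genes, and by an X score for each array. The X score is the mean over X-linked genes of the value minus the gene's mean over all arrays, less the same over autosomal genes, and was compared by exact two-sided permutation over the 70 arrangements of 8 arrays. Gene lists numbering 32 were fixed before the data were examined, and the 28 with at least 3 tested genes were compared with all other genes by camera, adjusted over the lists, with fry and with an estimated correlation beside it. The matching of older gene names to these lists was corrected after list results had been seen, because some synonyms had picked unrelated genes. The correction took the list of neuronal differentiation markers in males from past the threshold to an adjusted p of 0.0535. Named genes follow a rule fixed in advance: Smchd1, the 10 largest rises and falls per sex among genes past the threshold whose groups do not overlap, every gene past it in males, the leading X-linked genes, list members, interaction and sex genes, and those the study names.

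The procedure was tested on simulated data for the female contrast, with 200 of 6999 genes changed. It recovered 70.1% of 67 genes changed by 0.3 on the log2 scale, 98.5% of 67 changed by 0.5 and 100% of 66 changed by 1. The mean estimate for the genes changed by 0.3 was 0.36 and the median was 0.32; the median was added after 2 noisy genes were seen to raise the mean. Of 187 calls, 8 (4.28%) were false, and 0 genes were called in the unchanged male contrast by limma. Simulated values were drawn independently for each gene and array, without correlation between genes, so these rates need not hold for the real arrays. A simulated shift of X-linked genes of 0.15 came back as 0.15. The alternatives tried were other filters, every probe on its own, arrays of 1 sex, the replicate number or the chip as a block, each chip alone, array weights, trended and robust moderation, other normalizations and scalings, and each array left out in turn. The number of arrays limits the precision.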

Results

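Transcript levels were measured in 16 whole mouse embryos at embryonic day 9.5, with 4 wildtype females, 4 MommeD1 females, 4 wildtype males and 4 MommeD1 males on 1 array each. MommeD1 is a nonsense allele of Smchd1, which encodes a chromatin protein of the structural maintenance of chromosomes family that is needed for X inactivation, and MommeD1 embryos here were homozygous. The array medians were 6.34 on the log2 scale in every group, and 6999 genes were compared.

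Smchd1 itself, the mutated gene on chromosome 17, was the most strongly reduced transcript in both sexes. Its log2 value fell by 2.43 ± 0.07 (SE, n = 4 against 4) in females, a 5.38-fold reduction (adjusted p = 6.1e-15), and fell by 2.34 ± 0.07 in males, a 5.06-fold reduction (adjusted p = 1.2e-14). The mean was 9.91 ± 0.09 (SD, n = 4) in wildtype females and 7.48 ± 0.12 in MommeD1 females, and no MommeD1 array overlapped a wildtype array in either sex. A dimmer probe for Smchd1 fell by 0.92 in females, to a mean of 6.22 near the array median, and a further one near the floor of the scale, which did not pass the filter, differed by -0.02.

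**Figure D1:**
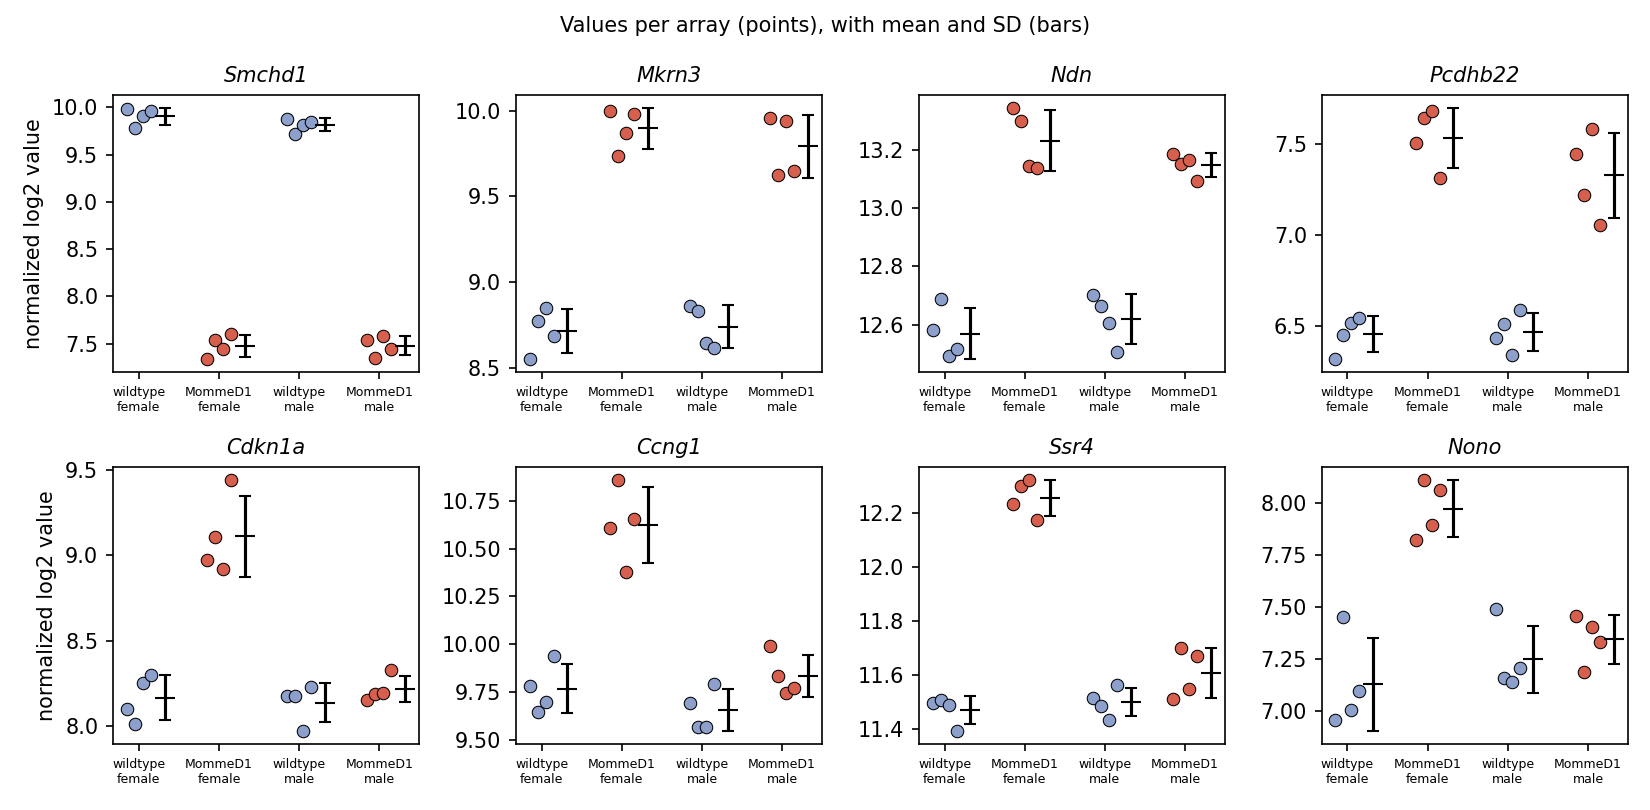
Normalized log2 values of 8 genes in each array (points) by genotype and sex, with the mean and SD of 4 arrays (bars). Smchd1 was low in all MommeD1 arrays, Mkrn3, Ndn and Pcdhb22 were higher in MommeD1 arrays of both sexes, and Cdkn1a, Ccng1, Ssr4 and Nono were higher in MommeD1 females.

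The comparison of MommeD1 with wildtype females asks which genes, X-linked ones above all, depend on Smchd1 where an X chromosome is inactivated. X-linked genes rose as a class: 70 of 236 were higher in MommeD1 females and 1 was lower, against 220 higher and 232 lower among 6758 autosomal genes. The X-linked genes with the firmest rises were Ssr4, a subunit of the translocon-associated complex of the endoplasmic reticulum, at 0.79 ± 0.06 (SE, n = 4 against 4, 1.73-fold, adjusted p = 1.1e-07), and Taz, a mitochondrial cardiolipin acyltransferase, at 0.77 ± 0.06 (1.70-fold). The RNA-binding protein gene Nono rose by 0.85 ± 0.10 (1.80-fold), the kinase gene Cdk16 by 0.68 ± 0.07 and Ndufa1, of respiratory complex I, by 0.62 ± 0.06. Gpc3, Pja1, Atp6ap1, Lage3, Fam3a and Fam50a rose by 0.52 to 0.63, and Magee1 (0.37 ± 0.07) and Ebp (0.29 ± 0.09, adjusted p = 0.0456), both named by the study, rose less. The gene that was lower, Gm5643 (-0.23 ± 0.06), was picked out after its values were seen.

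Among genes that were higher, X-linked genes were over-represented with an odds ratio of 12.5 (95% confidence interval 9.04 to 17.2, Fisher's exact test, two-sided, p = 1.5e-42). The median log2 fold change was 0.14 for X-linked genes and -0.01 for autosomal genes, a shift of 0.15 (95% bootstrap interval over genes 0.12 to 0.18, camera p = 1.5e-19, and p = 6.2e-07 with an estimated correlation). In all, 179 X-linked genes (75.8%) had a positive fold change, against 46.7% of autosomal genes. Every MommeD1 female had a higher X score (0.12 to 0.15) than every wildtype female (-0.06 to -0.02), a difference of 0.17 (n = 4 against 4, exact permutation p = 0.0286, the smallest that 70 arrangements allow; 0.0857 after adjustment over 3 comparisons). The X score difference was 0.16 within chip 1 and 0.17 within chip 2, and the shift was 0.15 and 0.14, and 0.15 with the chip as a block. With 2 arrays per group, 10 X-linked genes were higher within chip 1 and 21 within chip 2. With dim probes included the shift was 0.031 and the X score difference 0.067.

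**Figure D2:**
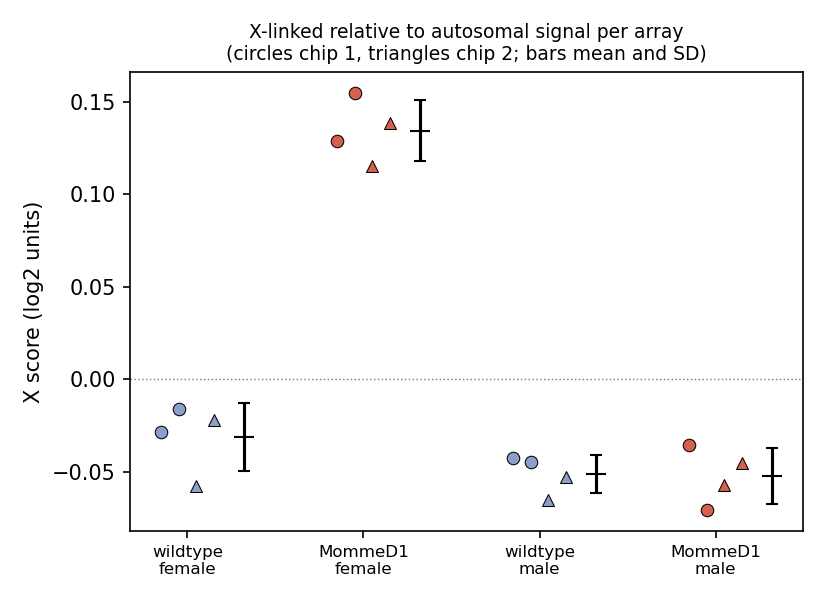
X score of each array in log2 units, by genotype and sex, with circles for chip 1, triangles for chip 2, and bars for the mean and SD of 4 arrays. MommeD1 females lie between 0.12 and 0.15, above all other arrays.

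**Figure D3:**
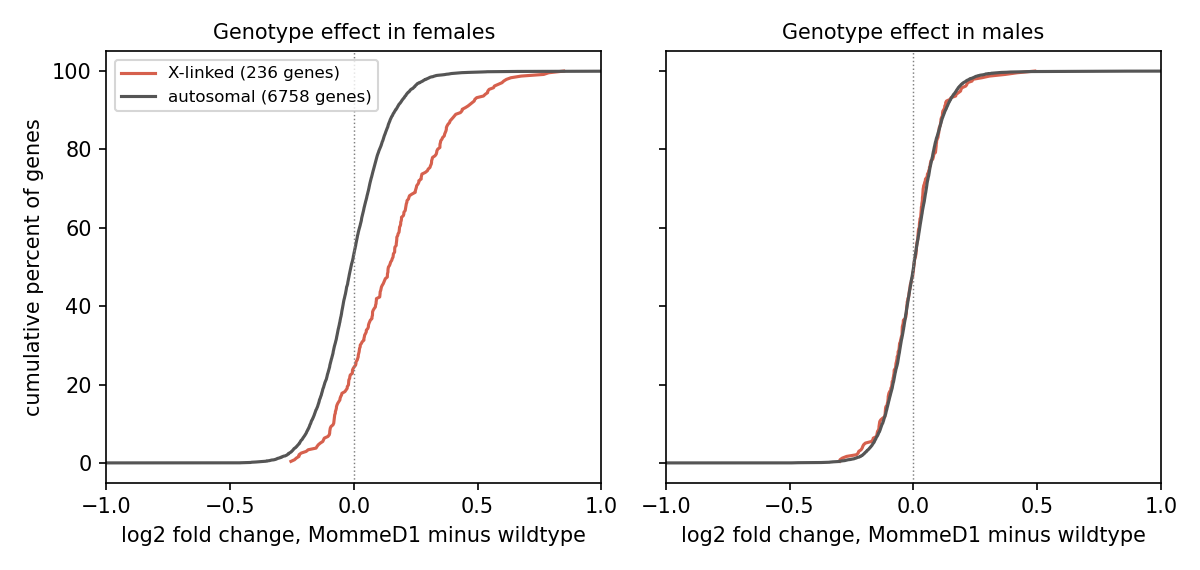
Cumulative percent of 236 X-linked and 6758 autosomal genes by log2 fold change of MommeD1 against wildtype, in females (left) and males (right), drawn from -1 to 1, which leaves out the most changed genes. The X-linked curve lies to the right of the autosomal curve in females and on it in males.

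Among autosomal genes in females, the largest rises were in an imprinted gene, a protocadherin and targets of the tumour suppressor p53. Mkrn3, a paternally expressed gene at one end of the Snrpn imprinted cluster on chromosome 7, rose 2.27-fold (1.19 ± 0.09, SE, n = 4 against 4, adjusted p = 1.2e-07), and its neighbour Ndn 1.58-fold (0.66 ± 0.06). Snrpn (0.06 ± 0.07) and Ube3a (-0.16 ± 0.13) of the same cluster did not pass the threshold. A dimmer kept probe for Ube3a, with a mean of 7.03, was lower by more. It stood at -0.27 ± 0.07 in females (adjusted p = 0.0710 with every probe tested) and at -0.31 ± 0.07 in males (adjusted p = 0.215). Peg12, Magel2 and Atp10a, which lie in the cluster too, were too dim to pass the filter. Pcdhb22, a clustered protocadherin on chromosome 18, rose at least 2.12-fold (1.08 ± 0.10), a lower bound since its wildtype mean of 6.46 lies under the filter value of 7 and near the array median. The p53 targets Cdkn1a, a cell cycle inhibitor (0.95 ± 0.10, 1.93-fold), Ccng1 (0.86 ± 0.09), Phlda3 (0.75 ± 0.07) and Zmat3 (0.65 ± 0.08) rose, as did the metallothionein gene Mt1 (0.84 ± 0.18). Apart from Smchd1, falls were smaller: the ribosomal protein gene Rpl7a fell by 0.62 ± 0.11, the deubiquitinase gene Otub2 by 0.51 ± 0.06, Arhgap32 and Prtg by 0.46, Rpap3 and the Wnt receptor gene Fzd2 by 0.44, Fam117a by 0.42, and Dipk1a and the limb mesenchyme gene Prrx1 by 0.41. The median size of change of the 452 autosomal genes past the threshold was 0.28, and 18 of them changed by over 0.5.

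In females 523 genes passed the threshold in limma, 290 higher and 233 lower, and 1749 had an unadjusted p under 0.05. In 469 of the 523 the arrays of the groups did not overlap, which chance gives for 2.86% of genes and which held for 15.1% of all genes here. The count was 706 with the chip as a block, 25 within chip 1 and 42 within chip 2, 287 with dim probes included, 311 without MommeD1 female 2 and 293 without wildtype female 3. Arrays high in yolk sac endoderm transcripts (MommeD1 female 2 at a score of 1.80, MommeD1 male 1 at 1.01 and wildtype male 3 at 0.95) fell in both genotypes, and 326 genes passed without these 3, of which 289 were among the 523.

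**Figure D4:**
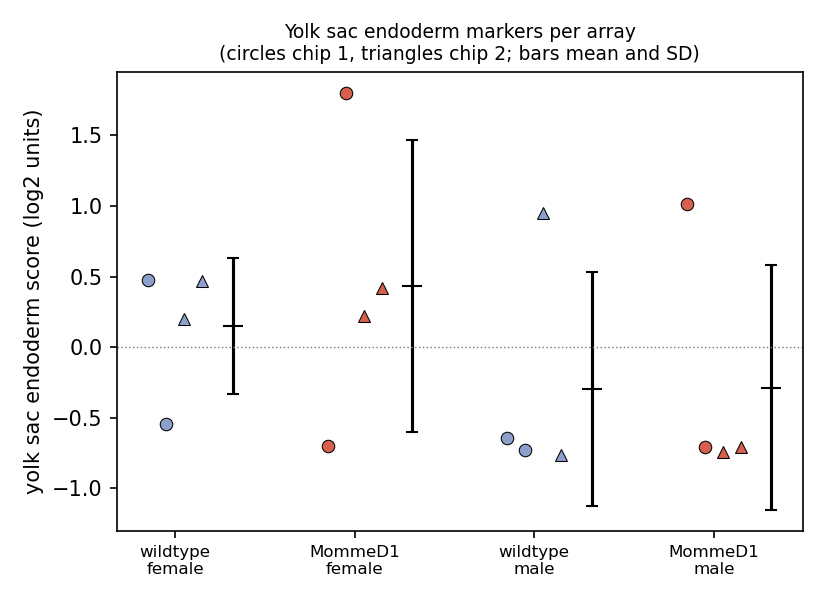
Mean log2 value of yolk sac endoderm markers in each array, relative to the mean of all arrays, with circles for chip 1, triangles for chip 2, and bars for the mean and SD of 4 arrays. High arrays occur among MommeD1 females, wildtype males and MommeD1 males.

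By gene list, p53 targets were higher as a group in females: 9 of 28 rose, 1 (Apaf1, at -0.27 ± 0.06) fell and 18 did not pass (camera adjusted p = 7.0e-04, and adjusted p = 0.0132 with an estimated correlation). Adjusted over the list alone, 11 rose and 3 fell, and the median of 0.079 was 0.042 without wildtype female 2 (adjusted p = 9.4e-04). The study named Ccng1 and Cdkn1a from these arrays, so the list is not independent evidence in full, and without this pair the adjusted p was 0.0106 (adjusted p = 0.110 with an estimated correlation). The Snrpn cluster, a list drawn by the study from these samples and so not independent evidence, had 2 of 4 genes higher (camera adjusted p = 0.0038, and adjusted p = 0.207 with an estimated correlation), and 2 adjusted over the list alone. Its distal pair, Mkrn3 and Ndn, both rose, too few for a list test.

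Genes of the mitochondrial respiratory chain were higher as a group in females (camera adjusted p = 0.0062, and adjusted p = 0.464 with an estimated correlation). Of 77 genes 6 were higher, led by Ndufa1, which is X-linked, and among them Cox6b2, Ndufaf4 (0.26 ± 0.06) and Cox5a (0.27 ± 0.06), and 1 was lower. The counts were equal adjusted over the list alone. Cardiac muscle markers were higher, led by the atrial myosin gene Myl7 (0.56 ± 0.09) and the cardiac actin gene Actc1 (0.30 ± 0.07), with 2 of 16 past the threshold and 3 adjusted over the list alone (camera adjusted p = 0.0154, and adjusted p = 0.658 with an estimated correlation). Neural crest markers were lower, with 3 of 11 past the threshold, Ngfr (-0.25 ± 0.07) and Msx1 (-0.25 ± 0.06) among them, and 4 adjusted over the list alone (camera adjusted p = 0.0106, and adjusted p = 0.174 with an estimated correlation). Limb bud markers were lower, with 2 of 5 past the threshold, Prrx1 and Msx1, which are also 2 of the 3 neural crest genes, and 3 adjusted over the list alone (camera adjusted p = 0.0416, and adjusted p = 0.214 with an estimated correlation). These 3 marker lists rest on single arrays. Cardiac markers had an adjusted p of 0.208 without MommeD1 female 3 (median 0.041, against 0.096) and 0.0587 without wildtype female 4, and neural crest markers 0.0606 without MommeD1 female 2. Limb bud markers had 0.0606 without MommeD1 female 2, 0.154 without MommeD1 female 3, 0.0779 without wildtype female 2 and 0.0505 without wildtype female 3.

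The other lists did not pass camera in females. Neural progenitor markers had 2 of 17 higher, Hes5 (0.51 ± 0.09) and Fgf15 (0.48 ± 0.07), with 3 adjusted over the list alone (adjusted p = 0.152). The integrated stress response had 3 of 21 higher, Asns (0.28 ± 0.06), Phgdh (0.31 ± 0.07) and Cebpb (0.23 ± 0.06), and 5 adjusted over the list alone (adjusted p = 0.263). Cholesterol synthesis had 3 of 15 higher, Msmo1 and Lss among them, and 1 lower, Stard4 (adjusted p = 0.278). Cytosolic ribosomal proteins split, with 3 of 54 higher, such as Rps13 and the X-linked Rps4x, and 4 lower, such as Rpl24 (adjusted p = 0.748). The list of DNA methylation and heterochromatin factors had 1 of 32 higher, the X-linked Smc1a, and 2 lower, Mbd4 and Cbx1 (adjusted p = 0.748), with 2 and 3 adjusted over the list alone. A single gene was lower among 27 other imprinted genes (Nap1l4, -0.30 ± 0.05), 24 apoptosis genes (Apaf1), 35 cell cycle genes (Plk1, -0.23 ± 0.06), 16 primitive erythroid markers (Tfrc, -0.38 ± 0.10), 16 endothelial and haematopoietic markers (Tek, -0.34 ± 0.07) and 14 mesenchymal and matrix genes (again Prrx1), with adjusted p-values of 0.748, 0.638, 0.263, 0.278, 0.263 and 0.753. Adjusted over the list alone, apoptosis genes had 1 higher and 2 lower, and that class was named by the study from these samples. Of 6 interferon genes, 1 was higher (Ifitm3, adjusted p = 0.567).

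In limma 0 genes passed in 10 lists. Of the 6 genes that escape X inactivation 1 had an unadjusted p under 0.05 (median log2 fold change 0.085, camera adjusted p = 0.263), as did 5 of 23 hypoxia and glycolysis genes (adjusted p = 0.114), 3 of 20 Hox genes (0.278), 2 of 15 gut and liver bud markers (0.748) and 2 of 4 trophoblast markers (0.955), of which 1 was higher and 1 lower adjusted over the list alone. Of 21 neuronal differentiation markers 1 did (0.355), and of 7 decidual markers 1 (0.527). The count at an unadjusted p under 0.05 was 0 for 5 germline genes (0.886), 7 somite and muscle markers (0.527) and 15 yolk sac endoderm markers (0.265). Igf2r, the only member of its imprinted cluster tested, stood at -0.09 ± 0.06, and Cdkn1c at -0.25 ± 0.10 (adjusted p = 0.133). Of 2 Y-linked genes tested, 0 passed in limma and 0 had an unadjusted p under 0.05. Without the filter, Pcdhb3 (adjusted p = 0.0299) and Pcdhb16 (adjusted p = 0.0377), for which no fold is given because every group mean lies under 7, were higher in females beside Pcdhb22, 3 of 50 clustered protocadherins, and 4 adjusted over the list alone (camera adjusted p = 0.0438, and adjusted p = 0.0869 with an estimated correlation). The study drew part of that list from these samples, so it is not independent evidence.

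The comparison of MommeD1 with wildtype males asks which genes depend on Smchd1 where no X chromosome is inactivated. Besides Smchd1, 7 autosomal genes rose. Mkrn3 rose 2.08-fold (1.05 ± 0.09, SE, n = 4 against 4, adjusted p = 1.4e-06), Pcdhb22 at least 1.82-fold (0.86 ± 0.10, adjusted p = 1.2e-04, wildtype mean 6.47) and Ndn 1.44-fold (0.53 ± 0.06). The uncharacterized gene 4930555G01Rik rose by 0.68 ± 0.09, the cytokine receptor gene Csf2ra by at least 0.60 ± 0.07 (wildtype mean 6.66), the mitochondrial import gene Timm8b by 0.34 ± 0.06 (adjusted p = 0.0354) and the interferon-induced gene Ifitm3 by 0.32 ± 0.06 (adjusted p = 0.0262). Timm8b and Ifitm3 were the least firm: each fell short of the threshold under 10 alternatives, with the direction kept. For both these were no filter, the male arrays alone, each chip alone, and leaving out wildtype male 2 or 3 or MommeD1 male 2, 3 or 4, for Timm8b also wildtype male 1, and for Ifitm3 also the replicate block. All 8 genes had also passed in females in the same direction, where 0.598 would be shared by independent lists. The lists are not fully independent, since both contrasts share the estimate of spread, and the 8 include the mutated gene Smchd1. Rpl7a in males was at -0.50 ± 0.11 (adjusted p = 0.0890).

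X-linked genes as a class were level in males, with a shift of 0.0010 (95% bootstrap interval over genes -0.017 to 0.016). The X score difference was -8.1e-04 (n = 4 against 4, exact permutation p = 0.943), and it was -0.0095 within chip 1 and 0.0078 within chip 2. The shift within the chips was -0.0082 and 0.0074. In limma 0 X-linked genes passed, and 25 had an unadjusted p under 0.05. Over all genes 8 passed and 782 had an unadjusted p under 0.05. The count and its direction rested on 1 array: 58 genes passed without MommeD1 male 1, of which 46.6% were higher, against 87.5% of the 8, while leaving out any other male array gave 6 to 10 genes. It was 24 without the 3 arrays high in yolk sac endoderm transcripts (41.7% higher), 14 with the chip as a block, 3 within chip 1 and 7 within chip 2 (42.9% higher). It was 42 with array weights and 20 with trended and robust moderation.

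By list, 64 of 77 genes of the mitochondrial respiratory chain had a positive fold change in males though 0 passed singly in limma and 12 had an unadjusted p under 0.05 (camera adjusted p = 3.9e-05, and adjusted p = 0.278 with an estimated correlation). Primitive erythroid markers were higher as a group, with a median of 0.24 over 16 genes, of which 0 passed in limma and 3 had an unadjusted p under 0.05 (camera adjusted p = 0.0030, and adjusted p = 0.749 with an estimated correlation). The erythroid call rests on single arrays. Without MommeD1 male 3, whose erythroid score was 0.69 against -0.25 to 0.21 in its group, the median was 0.062 (adjusted p = 0.316), without wildtype male 1 it was 0.17 (adjusted p = 0.112), and without MommeD1 male 1 it was 0.41. The scores of the male groups overlapped (difference 0.24, n = 4 against 4, exact permutation, two-sided, p = 0.314). The Snrpn cluster again had 2 of 4 genes higher, a list drawn from these samples and not independent evidence (camera adjusted p = 1.1e-04, and adjusted p = 0.205 with an estimated correlation). The p53 targets had a median of 0.0025 (adjusted p = 0.600), with 0 of 28 past the threshold in limma, 4 at an unadjusted p under 0.05, and 1 higher and 1 lower adjusted over the list alone. The other lists did not pass in males, and the lowest adjusted p among the 25 was 0.0535, for neuronal differentiation markers.

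**Figure D5:**
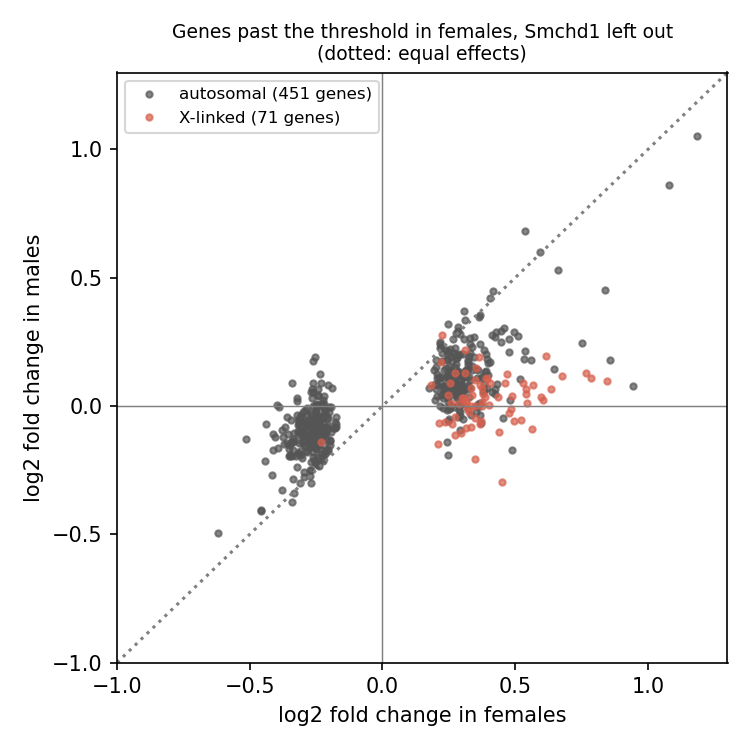
Log2 fold change of MommeD1 against wildtype in females (horizontal) and males (vertical) for genes past the threshold in females other than Smchd1, X-linked in red and autosomal in grey, with equal effects on the dotted line. Autosomal genes mostly have the same sign in both sexes, and X-linked genes lie near 0 in males.

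The test of the difference between the sexes asks which effects of genotype were larger in females. X-linked genes led it: 21 of the 25 genes past the threshold were X-linked and rose more in females, such as Ssr4 (difference 0.68 ± 0.08, SE, adjusted p = 7.3e-04), Taz (0.64 ± 0.09), Nono (0.75 ± 0.15) and Fam50a (0.58 ± 0.09). The 4 autosomal genes were Cdkn1a (0.87 ± 0.14, adjusted p = 0.0037), Ccng1 (0.68 ± 0.13) and Phlda3 (0.51 ± 0.09), higher in mutant females, and Ngfr (-0.45 ± 0.09). The shift of X-linked genes was 0.15 larger in females (camera p = 3.0e-26), and p53 targets as a list rose more in females (camera adjusted p = 3.3e-08, and adjusted p = 4.9e-04 with an estimated correlation). The differences for Mkrn3 (0.13), Ndn (0.13) and Pcdhb22 (0.22) did not pass. The count was 32 with the chip as a block, 16 without wildtype female 1 and 14 without the 3 arrays high in yolk sac endoderm transcripts. Within chip 1 and within chip 2, at 2 arrays per group, 0 genes passed in limma, and 359 and 442 had an unadjusted p under 0.05.

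The comparison of wildtype females with wildtype males gives the sex difference without the mutation. Xist, the RNA that coats the inactive X chromosome, was higher in females by at least 2.73 ± 0.09 (SE, n = 4 against 4, adjusted p = 1.3e-13), and the Y-linked demethylase gene Kdm5d was lower (-1.50 ± 0.11, also a bound on its size). The low groups, Xist in males at a mean of 6.19 and Kdm5d in females at 5.89, lie under the array median of 6.34. Eif2s3x (0.54 ± 0.07), Kdm6a (0.53 ± 0.06) and Pbdc1 (0.44 ± 0.06) were higher in females. In limma 5 genes passed, 196 had an unadjusted p under 0.05, and 2 passed within each chip. Xist in MommeD1 females was 0.17 ± 0.09 above wildtype females (adjusted p = 0.255).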

Values the study reported

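The study used 4 embryos of each genotype and sex for its arrays. It reported 356 genes with altered transcript levels in MommeD1 females and 9 in males. Of the X-linked genes altered in females, 66 were higher. The autosomal genes altered in females numbered 290, with 157 higher and 133 lower. Over 336 expressed X-linked genes the study gave a mean log2 fold change of 0.1730, set against 9065 expressed autosomal genes.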

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

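The tests of the whole Actb transcript and of the chips for Actb, and the fit without the 3 arrays high in yolk sac endoderm transcripts, were chosen after the result was seen.

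The first pattern is a fall of 2 dim probes for Actb, the cytoplasmic beta-actin gene, in both sexes, probes chosen after their values were seen. ILMN_2846865 fell by 1.83 in females and fell by 1.91 in males, and ILMN_2588055 fell by 1.64 and fell by 1.75. A fall of the whole transcript is argued against by the probe with a mean near 13, whose larger change in either sex was -0.14. A difference between the chips cancels from these contrasts, since each chip carried 2 arrays of every group. The fall was at least 1 on each chip in each sex, the smallest being -1.16. Actb is on chromosome 5 and Smchd1 on chromosome 17. Signal from another transcript with a shared sequence stays open and was not tested, and no biological explanation was tested.

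The second pattern is the 452 autosomal genes past the threshold in mutant females. Yolk sac tissue left on some embryos is a candidate explanation, since the most abundant markers were well expressed in whole embryos (Dab2 at 10.3, Ttr at 9.5 and Apoa1 at 8.15, with 15 markers tested), and the study removed the yolk sacs for genotyping. With the yolk sac score as a covariate 91.6% of the 452 still passed (414 genes), and the score itself differed by 0.29 between the female groups (exact permutation, two-sided, n = 4 against 4, p = 0.771). With the Hox score, meant as a stand-in for developmental stage, as a covariate 90.7% still passed (410 genes). That score differed by -0.089 between the female groups (exact permutation, two-sided, n = 4 against 4, p = 0.486). Adjusting for a score that differs so little can remove few calls, and the labels give no stage finer than the embryonic day. A difference in stage therefore stays open. For the 452 genes as a set, an effect of the mutation remains a hypothesis, and a difference between litters stays open and was not tested. For Mkrn3, Ndn and Pcdhb22, the study also measured higher levels by qRT-PCR in mutants of both sexes, with further embryos added. The study thought it likely that many autosomal changes in females follow from failed X inactivation, which was not tested here.

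The third pattern is that 402 of these 452 genes (88.9%) had the same sign in males, against 66.7% of all autosomal genes. An effect of the chip shared by both sexes is argued against by genes past the threshold in the females of 1 chip: in the males of the other chip, 17 of 20 (85%) and 12 of 14 (85.7%) had the same sign, and over all 452 genes the shares across chips were 87.6% and 81.9%. A chance likeness of the male arrays is argued against by the 35 splits of the 8 male arrays, of which 1, the real one, gave a share as large (highest other 83.6%). Fewer than 1 of 35 cannot arise, so chance is not excluded. For these genes as a set, a shared response to the loss of Smchd1 in both sexes remains a hypothesis.

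The difference between the effects in females and males passed its test for Ssr4 (0.68), Taz (0.64), Gpc3 (0.54), Fam50a (0.58), Pja1 (0.56), Lage3 (0.58), Atp6ap1 (0.57), Cdk16 (0.56), Fam3a (0.49), Nono (0.75) and Ndufa1 (0.42), all X-linked. It also passed for Cdkn1a (0.87), Phlda3 (0.51), Ccng1 (0.68) and Ngfr (-0.45), and as a class X-linked genes had a difference in shift of 0.15. Among the lists, the median difference was 0.16 for p53 targets, 0.15 for genes escaping X inactivation (camera adjusted p = 0.0081, and adjusted p = 0.0945 with an estimated correlation) and 0.11 for cardiac muscle markers (camera adjusted p = 0.0026, and adjusted p = 0.602 with an estimated correlation). It was 0.056 for hypoxia and glycolysis (camera adjusted p = 0.0015, and adjusted p = 0.602 with an estimated correlation) and 0.055 for the integrated stress response (camera adjusted p = 0.0371, and adjusted p = 0.231 with an estimated correlation). It was -0.072 for neural crest markers (camera adjusted p = 0.0371, and adjusted p = 0.231 with an estimated correlation) and -0.45 for primitive erythroid markers (camera adjusted p = 2.6e-04, and adjusted p = 0.602 with an estimated correlation), where leaving out MommeD1 male 3, with an erythroid score of 0.69, gave -0.25. All 6 escape genes are X-linked, and the list was compared with all other genes, most of them autosomal. Its 0.15 was near the difference in shift of X-linked genes as a class, so this call does not set escape genes apart from other X-linked genes. The cardiac, hypoxia, integrated stress and neural crest calls each fell short of the threshold without at least 1 single array. The highest adjusted p-values were 0.186 for cardiac markers (without wildtype male 4, where the median was 0.026) and 0.0797 for hypoxia (without wildtype male 1). They were 0.159 for integrated stress (without wildtype female 4) and 0.224 for neural crest (without MommeD1 female 2). The hypoxia median was at most 0.12, without wildtype female 2. The integrated stress median ran from 0.028 without MommeD1 female 4 to 0.094 without wildtype female 2.

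Single arrays stood far from the other 3 of their group in 15 of the 304 groups of named genes and scores examined, where chance gives 15.2. These were Gpc3 in wildtype male 4 (12.4), Fam50a in MommeD1 male 1 (9.87), Ebp in wildtype male 1 (8.85), Arhgap32 in MommeD1 female 3 (8.17), Prtg in MommeD1 female 1 (8.42) and Rpap3 in wildtype female 4 (8.98). Others were Fam117a in MommeD1 male 1 (8.84), Prrx1 in MommeD1 female 1 (7.93), Ngfr in MommeD1 male 4 (8.11), Ndufaf4 in MommeD1 female 1 (11.3) and Rpl24 in MommeD1 female 4 (13.1). Among scores they were the yolk sac score of wildtype male 3 (0.95) and of MommeD1 male 1 (1.01), the p53 score of wildtype male 3 (-0.064) and the erythroid score of MommeD1 female 1 (-0.067).

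Probes with no gene lay outside the comparisons, and 29 of them passed the threshold in females and 1 in males when every probe was tested. The strongest, ILMN_2944601, chosen after its values were seen, was higher in MommeD1 embryos by 1.60 ± 0.06 in females (3.03-fold) and by 1.70 ± 0.06 in males (3.26-fold), with n = 4 against 4. The study names Pisd-ps1, for which the annotation used here holds no probe, and whether this probe measures it was not tested.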

How the results depend on the processing

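Of the alternatives, cyclic loess, centring on autosomal genes, the filter on the mean, the covariates, the p53 list without 2 genes and the fit without 3 arrays were chosen after seeing the data. No named gene past the threshold in females or males changed direction under the alternatives run, nor did the X shift or X score difference in females. For the lists, the difference between the sexes and the sex contrast, counts were followed rather than the direction of each member. The X shift in males, which was not past its threshold, ran from -0.012 to 0.0074, and the X score difference in males also took both signs. The share of genes in males that were higher (87.5%) was 46.6% without MommeD1 male 1, 41.7% without 3 arrays and 42.9% within chip 2. In females (523 genes) the count was 287 with no filter, 25 and 42 within the chips, 326 without 3 arrays and 293 to 449 with each array left out. X-linked genes higher (70) were 10 and 21 within the chips and 53 to 66 with each array left out. In males (8) the count was 14 with the chip as a block, 3 within chip 1, 42 with array weights, 20 with trended and robust moderation, 24 without 3 arrays and 6 to 58 with each array left out. The difference between the sexes (25) gave 0 and 0 within the chips in limma, 14 without 3 arrays and 16 to 27 with each array left out, and the sex contrast (5) gave 2 and 2 within the chips. Lists in females (6) came to 1 with an estimated correlation, and lists in males (3) to 5 with no filter, 8 and 7 within the chips, 0 with an estimated correlation and 2 to 5 with each array left out. Fewer arrays are what within-chip fits share by construction, and otherwise the cause was not tested. The X shift in females ran from 0.031 to 0.17. With the replicate number as a block the counts were 616 in females, 8 in males, 25 for the difference and 5 for sex, and 24 pairs of arrays of the same number had correlations of -0.39 to 0.40 (mean 0.052), so they were not treated as pairs. Named genes past the threshold in the main fit made 69 pairs of gene and sex, and only these were followed. Of their 1445 values under other settings 1250 stayed past the threshold and 195 fell short of it. Within chip 1, 47 of the 69 fell short, and within chip 2, 40 did. The log2 signal with an offset and the detection p alternatives were not run, since their columns match no label, and the deposited values in place of background-corrected ones became the main choice.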

Other observations

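The tests of dim probes, of the genes that escape X inactivation and of the arrangements of the male arrays were chosen after the result was seen.

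The Y-linked gene Kdm5d and the X-linked gene Xist separated the arrays by sex in both genotypes. Xist had a mean of 8.92 in wildtype females and 9.09 in MommeD1 females, against 6.19 and 6.06 in males, and Kdm5d stood at 5.89 and 5.87 in females against 7.39 and 7.56 in males. Vamp7 rose by 0.37 in MommeD1 females. Across embryos of the same group, the first component of variation took 24.2% of the variance and was led by the yolk sac endoderm genes Apoa1, Ttr and Apoa2.

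Autosomal genes past the threshold in females numbered 452, of which 232 were lower. Both counts are higher than those the study reported, but the study left out probes of poor quality, whereas the filter here was on signal. The counts are therefore not like for like. With every probe tested on its own and no filter, 308 genes passed in females, with 60 X-linked genes higher, 131 autosomal genes higher and 117 lower. Each of these counts is lower than the one the study reported.

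X-linked genes rose by different amounts in mutant females, with quartiles of 0.01 and 0.30. Log2 fold changes of adjacent tested X-linked genes were correlated (Pearson r = 0.22 over 235 pairs, permutation, two-sided, p = 7.1e-04, and 0.0021 after adjustment over 3 tests), so neighbouring genes may respond alike. Signal and change were also correlated (Spearman 0.17 over 236 genes, permutation, two-sided, p = 0.0080, and 0.0120 after adjustment), so that dim probes could compress part of the change. The median of the 6 genes that escape X inactivation was 0.085, against 0.15 for other X-linked genes (permutation, one-sided, p = 0.281), and with 6 genes this test leaves the matter open.

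The 20 tested genes nearest to Smchd1 were compared with 6378 windows of 20 autosomal neighbours, since genes that travel with the mutant allele might differ. Their median size of change lay at percentile 88.7 in females and 52.8 in males. By limma 1 of the 20 passed in females, which leaves the matter open.

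Other splits of the same arrays were counted to ask how often chance gives values as large. In females only the real split was as large for the genes past the threshold (523, highest of the other splits 4, 1 of 35 as large), the X-linked genes higher (70, highest other 1, 1 of 35) and the X shift (0.15, highest other 0.11, 1 of 35). The same held for the genes in males (8, highest other 2, 1 of 35) and for wildtype sex (5, highest other 0, 1 of 35). No share under 1 of 35 can arise here, and it was not adjusted over the results tested, so chance is argued against but not excluded. Smchd1 is among the 8, and Xist and Kdm5d are among the 5, which are genes tied to the labels themselves. Chance is not argued against for the lists in females (6, highest other 8, 5 of 35), the lists in males (3, highest other 9, 26 of 35) or the X shift in males (0.0010, highest other 0.020, 31 of 35).

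For the difference between the sexes 4 of 100 splits gave 25 genes or more (highest other 147), but splits that mix the female groups remove the female effect, so this share does not exclude chance for the difference itself. Arrangements of the male arrays that keep the real female groups keep that effect, and 65 of 70 gave 25 genes or more. All but the real one held 14 to 69 X-linked genes against the real 21. The highest, with 770 genes, was the real male groups with their genotypes exchanged, where the contrast adds the male effect to the female one. Rearranging the males also stops effects shared by both sexes from cancelling, so high counts can follow from the design. Neither kind of split can therefore tell whether chance gave the count. Among the 100, the others as large gave 147, 66 and 26, and all 3 kept the real female groups and changed the male groups. The split with 147 placed MommeD1 males 1, 3 and 4 and wildtype male 3 with the wildtype females. In the split with 66 these were MommeD1 males 1, 2 and 4 and wildtype male 2. In both the male effect was mostly reversed, so that the contrast mostly added it to the female one. The split with 147 also put the 3 arrays high in yolk sac endoderm transcripts on 1 side, and the 2 were not told apart. Splits of the arrays by chip gave 0 genes by limma.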
